A study of Mus musculus with 6 samples. Its data were reported in "Rfx6 Maintains the Functional Identity of Adult Pancreatic β Cells" (2014).

How the data were processed

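Pancreatic islets in 3 control samples (Rfx6fl/fl mice) and 3 mutant samples (Rfx6fl/fl carrying Ins1-CreERT2, a Cre recombinase that tamoxifen activates in insulin-producing β cells) were profiled by RNA-seq. The mice were 8 weeks old, received tamoxifen on 3 days, and islets were taken 5 days after the first injection. Genotypes were taken from the sample labels. The numbers in the sample titles are not shared between the groups and no batch is given, so no block or batch term was used. Replicates were numbered in the order of the records, and those numbers pair nothing.

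The libraries were made by the authors from total RNA after removal of ribosomal RNA, keep the strand of the transcript, and were read as single-end reads of 50 bases. Per the study's methods, reads were mapped to the mouse genome build mm9 with Tophat and bowtie and only uniquely aligned reads were kept. The gene counter, its use of strand, the annotation release and the scaling method are not stated in the main text of the study or the labels; its supplementary procedures were not used here. Reads that fit 2 places equally well are lost under this rule, so near-identical genes such as Ins1 and Ins2 are measured by their distinguishing bases only, and overlapping or antisense genes remain uncertain.

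The deposited values are a signal: read counts per gene that the authors divided by a scaling factor for each library. The table holds 25438 genes in 6 columns, with 0 further per-sample columns. Every value was a whole multiple of the value of 1 read in its library (100% of values within 0.1 read), so the read counts could be recovered. They came to 33061163, 28215420 and 33597539 reads in control replicates 1 to 3 and 25003458, 28422928 and 24524604 reads in mutant replicates 1 to 3. The scaling factors equalled those of the median-of-ratios method. In a chi-square test of the recovered reads over genes, every pair of libraries differed by more than sampling noise, and each was counted as its own replicate. The reads carry no molecular identifiers, so limits derived from counts cover counting error only. At this depth, 3 reads correspond to between 2.30 and 4.13 normalised counts, which was taken as the floor.

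Gene positions were read from GENCODE release M1 on NCBIM37, the assembly that mm9 is built on. It holds 25292 of the 25438 gene identifiers. Gene symbols are those of the deposited table.

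Mutant and control samples were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(normalised count + 1), for the 16131 genes with a mean of at least 10 over the 6 samples. Fold changes are on this scale, which understates changes of low genes. P-values are two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, and for fixed gene lists also over the list. The statistics part of the study's methods describes a test without naming an assay, and no test specific to the sequencing data was found there. Gene lists were compared with the other genes by camera (preset correlation 0.01), with fry and camera with an estimated correlation beside it. The lists covered the 11 core disallowed genes with 3 further ones, the voltage-gated calcium channel subunits, hormones, secretion genes and transcription factors. Marker lists covered β, α, δ and PP cells, acinar, duct, endothelial, mesenchymal, macrophage and Schwann cells, immediate early genes, the unfolded protein response, p53 targets, proliferation, immature endocrine cells, cilia, MHC class II and sex. Of the marker lists, 17 had enough members for camera and were adjusted together. The tests, lists and main alternatives were fixed before the data were examined. An intestinal list of 20 genes was written later, before the values of its members had been looked at. Of the 16 β cell markers tested, 8 also stand in another list; of the mesenchymal and acinar genes none does, and control islets expressed all 10 of each at a mean of at least 10.

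Genes named in the text are those of the fixed comparison lists and, by a rule fixed in advance, the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 100 and no overlap between the groups. A gene of the lists is counted in the totals but not reported here. Other genes are named as chosen after their values were seen. A fold change against a group at or under 3 reads in every library is given as a lower bound.

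The fit was tested on simulated reads for 16131 genes, of which 200 were changed. It found 63.5% of the 200 and called 9 unchanged genes, and no changed gene was called in the wrong direction. edgeR 4.0.16 found 63.0% with 6 unchanged genes called, and DESeq2 1.42.0 found 81.0% with 53 unchanged genes called. Of 200 unchanged lists of 11 simulated genes, camera gave 4 a p-value under 0.05. Simulated genes vary independently of each other, unlike real ones.

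Alternatives were pseudocounts of 0.5 and 10, no filter or a minimum mean of 50, scaling to the library total with or without the 20 most abundant genes, quantile normalisation, no variance trend, robust eBayes, array weights, edgeR's quasi-likelihood test and DESeq2 on the recovered reads, and leaving out each sample. After the data had been seen, a mesenchymal or an acinar score as a covariate, scaling to 8 β cell markers and removal of length and GC trends (splines with 4 degrees of freedom) were added. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.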

Results

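The sequencing data covered 6 islet samples, 3 from control mice and 3 from mutant mice in which tamoxifen was given to delete Rfx6, a winged helix transcription factor of endocrine cells, from adult β cells. Library depth ranged from 24524604 to 33597539 reads assigned to genes. Whole islets were sequenced, so each value is a sum over β cells and all other cells in the preparation. The first principal component held 72.5% of the variance across genes. It placed the 3 control samples at -45.8, -56.9 and -65.9 and the mutant samples at 59.9, 10.3 and 98.4, with mutant replicate 2 closest to the controls. The 10 acinar genes of the marker list took 2.52% ± 1.64 of the reads in control samples and 11.5% ± 5.04 in mutant samples (SD, n = 3 each). Ins1 and Ins2 together took 6.94% ± 0.396 and 4.66% ± 0.931.

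The targeted gene was examined first. Rfx6 (ENSMUSG00000019900) lies on chromosome 10 from 51397562 to 51450235 on the plus strand (mm9). Its normalised read count was 4423 ± 133 in control and 1948 ± 370 in mutant islets (mean ± SD, n = 3 each). The log2 fold change was -1.20 with a standard error of 0.13 (limma, adjusted p = 0.0060). Each mutant sample lay under each control sample, at 41.6%, 53.3% and 37.2% of the control mean. The fall kept an adjusted p-value under 0.05 under every alternative fixed in advance, with values from 1.9e-12 to 0.042. With covariates chosen after the data were seen, the log2 fold change was -0.66 for a mesenchymal score (adjusted p = 0.11) and -1.10 for an acinar score (adjusted p = 0.28). The remaining transcripts could not be assigned to recombined or intact alleles, because the deposited values are sums over the whole gene.

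**Figure D1:**
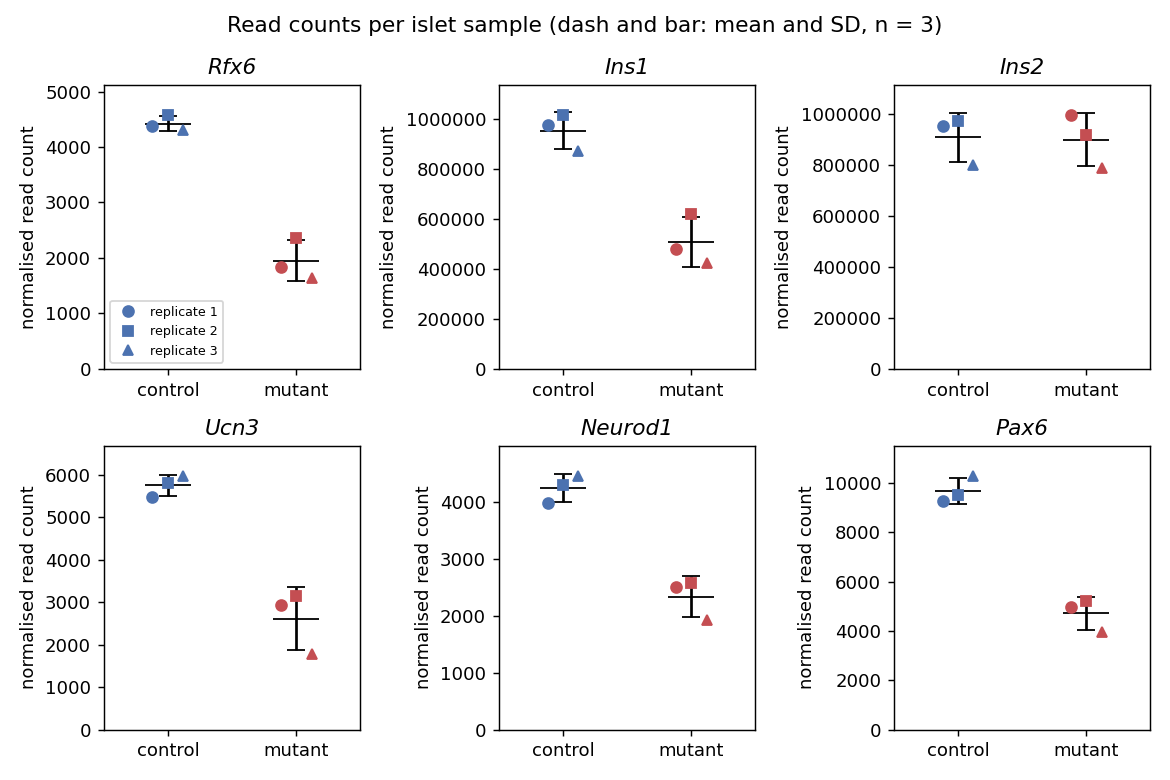
Normalised read counts (vertical axes, from 0) of 6 genes in control and mutant islets, with a point for each sample and a dash and bar for the mean and SD (n = 3). Rfx6 fell from 4423 to 1948 on average, while the Ins2 values of the groups overlapped.

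How many genes differed between mutant and control islets was asked next. Of 16131 genes tested, 3314 had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), 1658 of them higher and 1656 lower in mutant islets. An absolute log2 fold change of at least 1 was reached by 1606 of these, 1023 higher and 583 lower. In 47.2% of the genes tested the groups did not overlap, where chance gives 10%. The number of calls was unstable. It was 747, 346 and 312 without control replicate 1, 2 or 3, and 429, 6633 and 2029 without mutant replicate 1, 2 or 3. By ratio, the fit without control replicate 3 moved the count most among the alternatives fixed in advance. Covariates chosen after the data were seen moved it further, to 21 for a mesenchymal score and 0 for an acinar score, with 2713 and 1621 genes at an unadjusted p-value under 0.05. Array weights gave 10217, but the weights did not converge and gave mutant replicate 1 a weight of 32.9 against 0.19 and 0.23 for the other mutant samples. On the recovered reads, edgeR called 3620 genes, 3251 of them among the 3314, and DESeq2 called 5267.

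**Figure D2:**
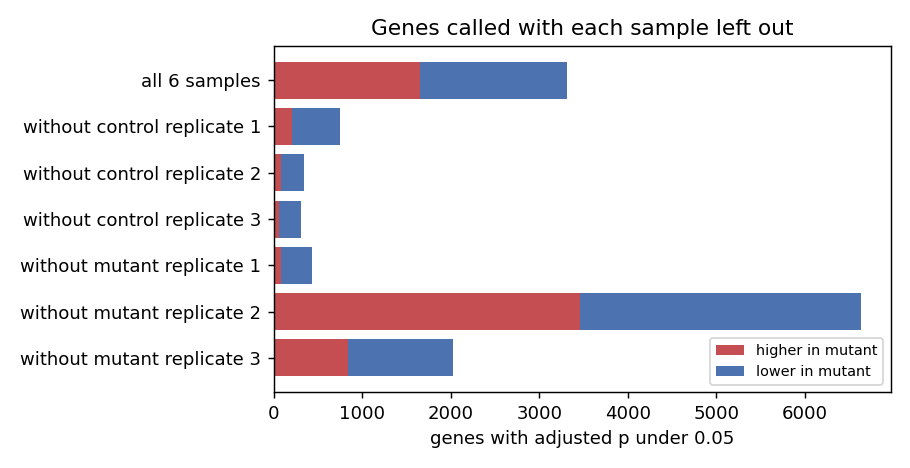
Number of genes with an adjusted p-value under 0.05 (horizontal axis, from 0) with all 6 samples and with each sample left out, divided into genes higher and lower in mutant islets. The count ranged from 312 without control replicate 3 to 6633 without mutant replicate 2.

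The 5 largest falls under the naming rule were Cps1, Sis, Fabp1, Defa24 and Alpi. All were at or under 3 reads in each mutant sample, so their falls are lower bounds. Cps1 was at least 100.2-fold lower, with a control mean of 413.8 ± 119 (SD, n = 3). Sis was at least 54.4-fold, Fabp1 at least 51.3-fold, Defa24 at least 48.5-fold and Alpi at least 76.4-fold lower. The 5 largest rises were Lrrn4 (log2 fold change 4.59 ± 0.92, standard error), Marco (4.54 ± 0.79), Igfbp6 (4.04 ± 0.89), Upk3b (3.98 ± 0.89) and Folr2 (3.84 ± 1.00). Their limma adjusted p-values ran from 0.017 for Marco to 0.041 for Folr2. The means of these 5 genes rested largely on mutant replicate 3. Marco, for example, was at 506, 210 and 2171 normalised counts in mutant replicates 1 to 3. Each of the 5 rises was past the threshold in 2 of the 6 fits that left out a sample and lost the call without control replicate 1, 2 or 3 or mutant replicate 1, with adjusted p-values of 0.077 for Marco to 0.13 for Folr2 at the highest. Without mutant replicate 3 Marco rose by 3.63. All 5 falls were past it in 6 of 6. Of 20 further intestinal genes, 10 were likewise higher in all control samples than in all mutant samples.

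The hormone genes were then compared. Ins1 (chromosome 19, 52338813 to 52339946) was at 952819 ± 72980 in control and 506975 ± 101186 in mutant islets (SD, n = 3 each), a fall of 46.8% without overlap between the groups. The log2 fold change of Ins1 was -0.93 ± 0.54 (standard error), with a limma adjusted p-value of 0.24. This call depended on the variance model. Without the mean-variance trend the adjusted p-value of Ins1 was 0.028, and with edgeR 0.080. Over the alternatives fixed in advance it ran from 1.0e-06 to 0.46. Ins2 did not differ, at 909596 ± 95637 and 900869 ± 104892. The ratio of Ins1 to Ins2 within a sample was 1.05 ± 0.0362 in control and 0.564 ± 0.1001 in mutant islets. A two-sided exact permutation test of this ratio gave p = 0.1, the smallest value that 3 samples against 3 allow. Gcg (log2 fold change -0.40), Sst (-0.49), Ppy (0.017) and Chga (-0.22) were not past the threshold. Sst was past it without mutant replicate 2 (-0.62, limma adjusted p = 0.030), with quantile normalisation (-1.11, adjusted p = 0.047) and with DESeq2 (adjusted p = 0.024). It was also past it with array weights (adjusted p = 0.0038), which did not converge. Over the alternatives fixed in advance its adjusted p-values ran from 0.0038, the value with array weights, to 0.26.

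Genes of the secretion pathway and transcription factors of β cells were tested together with the hormones. Of 23 genes tested, 5 were lower with an adjusted p-value under 0.05 and none was higher. The count adjusted over the list alone was also 5. Slc30a8 and Rfx5 were named in the study from these libraries, so for them the list is not independent evidence. Pax6 had a log2 fold change of -1.05 ± 0.12 (standard error, limma adjusted p = 0.0063) and was past the threshold under every alternative fixed in advance. Neurod1 changed by -0.87 ± 0.13 (adjusted p = 0.011), Ucn3 by -1.18 ± 0.21 (adjusted p = 0.019) and Rfx5 by -0.55 ± 0.15 (adjusted p = 0.043). Ucn3 lost the call without any of the control replicates and without mutant replicate 1, with adjusted p-values up to 0.083. Neurod1 lost it without control replicate 2 (0.059) or 3 (0.063). Rfx5 lost it without any of the control replicates or mutant replicate 1, with adjusted p-values up to 0.14, and without the variance trend (0.069). With the mesenchymal score as a covariate, chosen after the data were seen, Pax6 was at -0.62 (adjusted p = 0.15), and Neurod1, Ucn3 and Rfx5 also lost the call. Abcc8 (-0.54, adjusted p = 0.084), Slc30a8 (-0.40, 0.093), Slc2a2 (-0.46, 0.13), Rfx3 (-0.53, 0.12), Pdx1 (-0.46, 0.17) and Mafa (-0.55, 0.32) were lower on average but not past the threshold. Of these, Abcc8 (0.021), Slc30a8 (0.012), Slc2a2 (0.024), Rfx3 (0.0017) and Pdx1 (0.024) had limma adjusted p-values under 0.05 without mutant replicate 2. The same genes were also past the threshold with array weights, a fit that did not converge. Slc30a8 was past the threshold with quantile normalisation (adjusted p = 0.038) and DESeq2 (adjusted p = 0.021) too, and Abcc8 with DESeq2 (adjusted p = 0.026). Over the alternatives fixed in advance the adjusted p-values ran from 8.1e-04 to 0.25 for Slc30a8 and from 0.0037 to 0.22 for Abcc8. The lowest values of these ranges came from array weights. Kcnj11 (-0.20), Nkx6-1 (-0.20) and Pcsk1 (0.11) differed by less.

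Because secretion depends on calcium entry, all 26 voltage-gated calcium channel subunit genes were considered, of which 20 were abundant enough to test. Their median log2 fold change was -0.45 and 17 of 20 were lower on the deposited scaling. The camera p-value of the set was 0.0015. The set was not past the threshold under fry (p = 0.095) or with an estimated correlation (p = 0.37). The median was -0.19 without mutant replicate 3, -0.74 without control replicate 1 and -0.76 without mutant replicate 2. It moved to -0.23 when unfiltered genes were included and to -0.76 with a minimum mean of 50. It stayed negative under each scaling, and was 0.26 with the mesenchymal score as a covariate, chosen after the data were seen. Over all genes 6 members were lower with an adjusted p-value under 0.05, and adjusted over the list alone 8 were. Some of these members were named in the study from these libraries, so the second count is not independent evidence.

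Among the calcium channel genes, Cacna1e showed the largest fall, -2.90 ± 0.46 (standard error, limma adjusted p = 0.014), from 586.0 ± 24.7 to 89.97 ± 56.9 normalised counts (SD, n = 3). Cacna1c (-1.23), Cacnb2 (-1.13), Cacna1a (-0.998), Cacna1b (-0.96) and Cacna1d (-0.82) were the others with an adjusted p-value under 0.05 over all genes. Cacna2d3 changed by -1.26, with a limma adjusted p-value of 0.060 over all genes and 0.042 over the list alone. The number of lower calls was 1, 0 and 0 without control replicate 1, 2 or 3, and 0, 10 and 5 without mutant replicate 1, 2 or 3. In those fits with 0 calls, 6 to 8 members had an unadjusted p-value under 0.05.

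**Figure D3:**
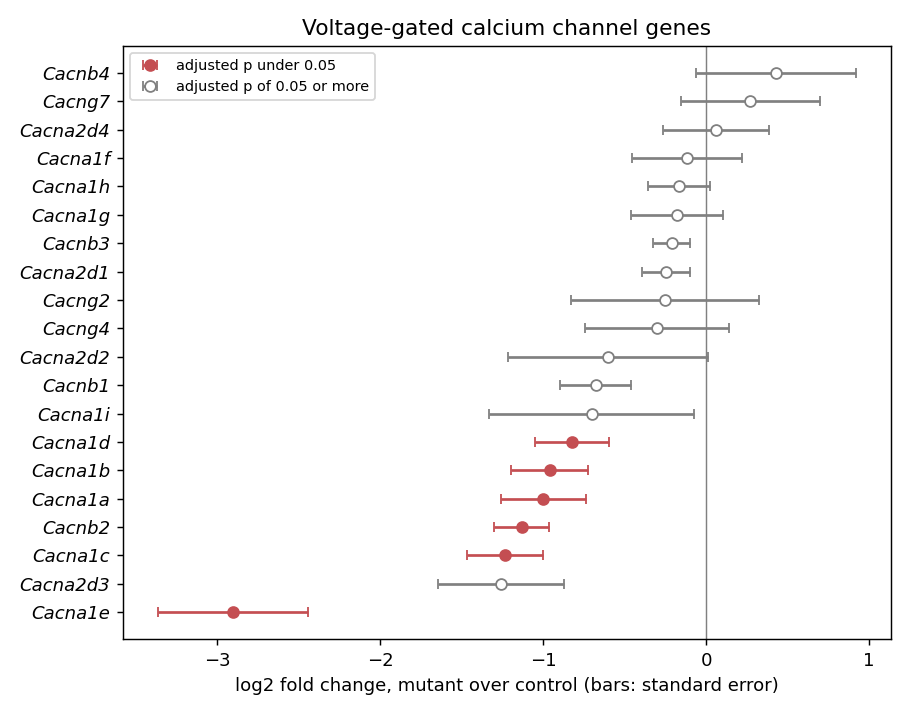
Log2 fold change of the 20 tested calcium channel genes (horizontal axis, mutant over control), with bars for the standard error; filled points have an adjusted p-value under 0.05. Cacna1e lies lowest at -2.90, and 17 of 20 genes lie under 0 on this scaling.

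The last comparison asked whether Rfx6 loss raised the disallowed genes, a class whose transcripts are scarce in β cells although other organs make them widely. The 11 core genes had been selected in other samples. All 11 were higher in mutant islets, with a median log2 fold change of 1.85 (camera p = 1.9e-05, fry p = 0.016), but with an estimated correlation the p-value was 0.19. Over all genes 7 were past an adjusted p-value of 0.05, and adjusted over the list alone 11 were. Pdgfra showed the largest change, 2.97 ± 0.80 (standard error, limma adjusted p = 0.045), and C1qbp the smallest, 0.52 ± 0.11 (adjusted p = 0.027). C1qbp lost the call when scaled to the library total (0.34, adjusted p = 0.13) or to the total without the 20 most abundant genes (adjusted p = 0.051), with quantile normalisation (adjusted p = 0.069) and, chosen after the data were seen, with length and GC trends removed (0.14, adjusted p = 0.58). It also lost the call without any of the control replicates and without mutant replicate 1. Over the alternatives fixed in advance its adjusted p-values ran from 9.2e-04 to 0.13. Ldha (1.84, adjusted p = 0.051), Slc16a1 (2.02, 0.053), Oat (1.01, 0.097) and Maf (1.85, 0.12) were not past the threshold over all genes. Of the 18 alternatives fixed in advance, Ldha was past it under 7, Slc16a1 under 5, and Oat and Maf under 3 each. Of the core genes called, Smad3 lost the call under 3 of the 18 and Cxcl12 under 5. Igfbp4, Pdgfra and Cd302 lost it under 6 each, and Lmo4 and C1qbp under 7 each. Of the 3 further disallowed genes, Nfib (1.35) and Mgst1 (2.21) were past the threshold over all genes and Acot7 (1.03, adjusted p = 0.063) was not. Mgst1 lost the call under 9 of the 18 alternatives fixed in advance, with adjusted p-values up to 0.15, and Nfib under 3. Acot7 was past the threshold under 3 of them. The number of core genes called was 1, 0 and 0 without control replicate 1, 2 or 3, and 0, 11 and 2 without mutant replicate 1, 2 or 3. In each fit with 0 calls, 9 of the 11 had an unadjusted p-value under 0.05. The same islets also held more mesenchymal and acinar transcripts. The median log2 fold change was 2.64 for 10 mesenchymal genes, all of them called, and 2.58 for 10 acinar genes, 8 of them called. With the mesenchymal score as a covariate, chosen after the data were seen, the core disallowed median was -0.28.

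**Figure D4:**
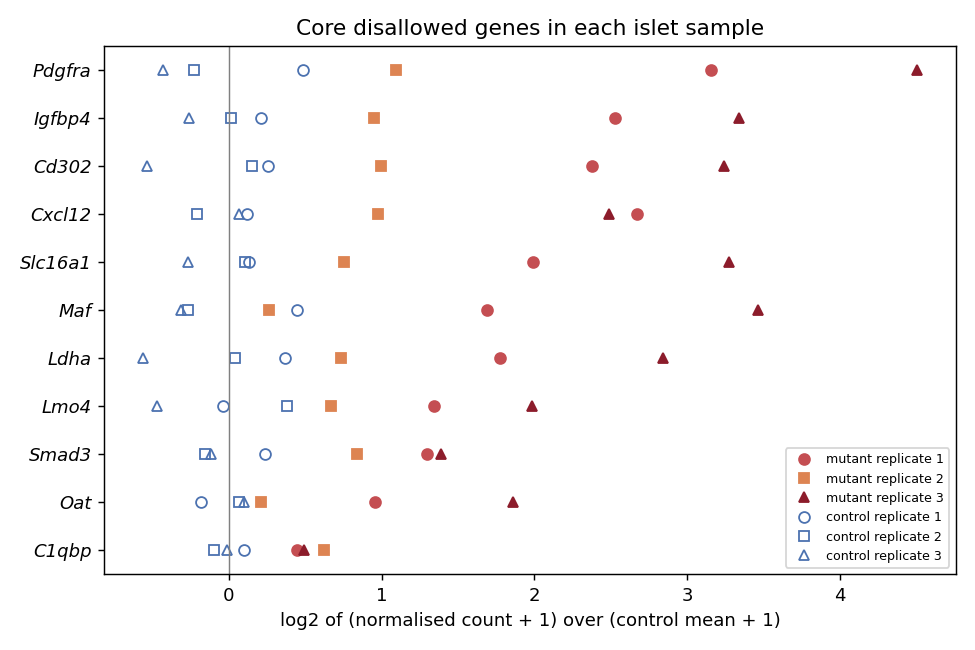
Core disallowed genes in each sample, as log2 of the normalised count plus 1 over the control mean plus 1 (horizontal axis); filled symbols are mutant and open symbols control samples. Mutant replicate 2 lies closest to the controls for 10 of the 11 genes, all but C1qbp.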

Values the study reported

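By quantitative RT-PCR on whole islets, the study reported 95% deletion of Rfx6 at 5 days after the first tamoxifen injection. For Ins1 transcripts, a reduction of about 54% to 65% was given, a range for which the text cites more than a single source. Rfx5 expression was described as lower by about 30%. Of 68 disallowed genes collected from earlier work, 54 were described as higher in mutant islets by RNA-seq, including the 11 genes common to both earlier lists. By quantitative RT-PCR the study also reported rises of Ldha, Slc16a1, Pdgfra and Igfbp4. In a mouse β cell line it found Rfx6 bound upstream of Ldha and near others of the 54, and it proposes direct repression.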

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

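The Rfx6 fall kept its direction and an adjusted p-value under 0.05 in all alternatives fixed before the data were seen. With a mesenchymal or an acinar score as a covariate, both chosen after seeing the data, Rfx6 was -0.66 and -1.10 and past the threshold under neither. Scaling to 8 β cell markers and removal of length and GC trends were also chosen after seeing the data. Unless stated, the cause of a change was not tested. No paired analysis was possible because the groups share no numbers in the labels.

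The count of 3314 genes with an adjusted p-value under 0.05 ranged from 312 to 6633 across the 6 fits that each left out one sample. Genes higher ranged from 56 to 3460 against 1658, genes lower from 256 to 3173 against 1656, and genes with an absolute log2 fold change of at least 1 from 210 to 2929 against 1606. Fewer samples lower the power of each fit, which cannot explain the rise to 6633. Of the 3314 genes, 311 were shared with the fit without control replicate 3 and 3294 with that without mutant replicate 2. Array weights, which did not converge, gave 10217 genes, 5205 higher and 5012 lower, 2930 with a change of at least 1. DESeq2 gave 5267, 2955 of them higher, and in simulation it called more unchanged genes. At an adjusted p-value under 0.01 there were 359. Without the variance trend 919 were higher, and with a minimum mean of 50, where fewer genes are tested, 1065 had a change of at least 1. With the mesenchymal covariate 21 genes remained past the threshold, 5 higher and 16 lower, all 21 with a change of at least 1, and 18 of them among the 3314. With the acinar covariate there were 0 (0 higher, 0 lower and 0 with a change of at least 1), and 1621 at an unadjusted p-value under 0.05. The share of higher genes was 50.0% as deposited, 34.0% when scaled to the library total, 37.8% without the 20 most abundant genes, 36.5% with length and GC trends removed and 83.7% (2713 higher, 530 lower) when scaled to the 8 markers. The median of all genes moved to -0.17, -0.10, -0.14 and 0.30.

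The core disallowed median ranged from 1.31 to 2.58 across the fits that left out a sample, and their calls from 0 to 11. It reversed to -0.28 with the mesenchymal covariate, and with an estimated correlation its p-value was 0.19 at the median of 1.85. Calls were 3 without the variance trend, 11 with array weights, 11 with DESeq2, 0 with the mesenchymal covariate and 0 with the acinar covariate (1 higher and 2 lower, and 2 higher, at an unadjusted p-value under 0.05). The calcium channel median ranged from -0.76 to -0.19 without a sample, and the calls from 0 to 10. It reversed to 0.26 with the mesenchymal covariate, and was not past the threshold with the acinar covariate (-0.23), fry (p = 0.095) or an estimated correlation (p = 0.37, median -0.45 in both). Calls were 3 without the variance trend, 10 with array weights and 0 with either covariate (2 lower at an unadjusted p-value under 0.05 with each).

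Of the 55 other named genes, those near 0 changed sign most. Ppy was -0.17 scaled to the library total, -0.089 without the 20 most abundant genes, -0.68 after quantile normalisation, -0.34 with array weights, -0.11 with the acinar covariate, -0.51 with length and GC trends removed and -0.21 to 0.20 without a sample. Ins2 was 0.12 with array weights, 0.14 with the mesenchymal covariate, 0.28 scaled to the markers and -0.11 to 0.078 without a sample. Pcsk1 was -0.073 scaled to the library total, -0.0075 after quantile normalisation, -0.053 with array weights and -0.060 with trends removed. Nkx6-1 was 0.090 scaled to the markers, 0.92 and 0.55 with the mesenchymal and acinar covariates, and -0.43 to 0.11 without a sample.

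With the mesenchymal covariate 25 of the 55 reversed, among them Sst 0.13, Gcg 0.33, Chga 0.41, Slc30a8 0.069, Abcc8 0.19, Slc2a2 0.26, Kcnj11 0.29, Rfx3 0.39, Pdx1 0.39, Mafa 0.76, Cacna1a 0.15, Cacna1d 0.12, Igfbp4 -0.28, Pdgfra -0.78, Cd302 -0.21, Slc16a1 -0.59, Ldha -0.52, Maf -1.61, Oat -0.54, Mgst1 -0.62, Acot7 -0.24, Igfbp6 -0.017 and Folr2 -0.19. With the acinar covariate Chga was 0.062, Slc2a2 0.056, Kcnj11 0.040, Pdx1 0.16 and Mafa 0.66. Scaled to the markers, Chga was 0.069 and Kcnj11 0.097. Other changes were 22 weaker with the mesenchymal and 35 weaker with the acinar covariate, 10 weaker without the variance trend, 12 stronger with array weights and 9 stronger with DESeq2. Leaving out control replicates 1, 2 and 3 made 20, 25 and 25 weaker, mutant replicates 1 and 3 made 24 and 7 weaker, and without mutant replicate 2 there were 11 stronger.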

Other observations

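The tests of Esr1, of scaling, of length and GC content, of calcium channel dilution, of mesenchymal content across all genes and of proliferation were chosen after the results had been seen. The intestinal test was chosen after falls of other intestinal genes had been seen, but before the values of its own 20 genes. Every fit with a mesenchymal or an acinar score as a covariate was also chosen after the data had been seen. Comparisons of order and step size among the mutant or the control replicates are not counted as fixed before. The remaining tests were fixed before.

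The rise of the core disallowed genes had a median of 1.85. Scaling does not account for it, since the lowest median under 4 other scalings was 1.66. Length and GC content do not either, since the median was 1.84 with those trends removed, though the member C1qbp was then at 0.14. A lower share of β cells would raise the markers of all other cell types alike, but the δ cell median was -0.51 while acinar genes rose, at 2.58, and mesenchymal genes, at 2.64. More mesenchymal cells remain a candidate explanation, since that median of 2.64 exceeded that of the disallowed genes; the abundant mesenchymal gene Col3a1 went from 2895 ± 798 to 37017 ± 35441 normalised counts (SD, n = 3 each). The macrophage and endothelial medians, 1.31 and 0.85, lay under it, the first of them at 0.86 without mutant replicate 3. More acinar tissue may contribute as well (2.58), although mutant replicates 1 and 2 differed by a median of 1.24 in disallowed genes and by -0.09 in acinar genes. With the acinar score as a covariate, chosen after the data were seen, the disallowed median fell to 0.79. The camera p-value was then 0.0044. Within the mutant samples, 9 of 11 disallowed and 9 of 10 mesenchymal genes ran in the order replicate 3, 1, 2. That order was common: 64.7% of all genes called higher and 41.2% of those called lower followed it, where chance gives 16.7%. Rfx6 itself was lowest in replicate 3 and highest in replicate 2 (37.2%, 41.6% and 53.3% of the control mean for replicates 3, 1 and 2), so a response graded with the loss of Rfx6 stays open. The steps differed in size. The loss of Rfx6 was 1.35 times as large in replicate 3 as in replicate 2. The rise over the control mean was 9.30 times as large for the disallowed and 8.89 times for the mesenchymal genes (medians). A loss cannot exceed the control level while a rise has no such limit, so these ratios cannot decide. In the controls, where Rfx6 is intact, the mean log2 level of the disallowed genes (7.45, 7.24 and 7.001 in replicates 1 to 3) also ran in the order of the mesenchymal genes (8.58, 7.98 and 7.93). These few samples do not exclude a graded response.

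With the mesenchymal score as a covariate, 21 genes were past an adjusted p-value of 0.05. The score differs strongly between the groups, which costs power: with it the fit found 8% of 200 simulated changes, against 63.5% without. In 20 simulated data sets with effects of genotype alone and of the fitted size, 100 to 225 genes stayed past the threshold under that covariate, and the disallowed median stayed between 0.92 and 2.42, against -0.28 observed. Without the covariate these data sets gave 2128 to 2263 calls, against 3314 observed. Their genes vary independently, unlike real ones, so the simulated ranges can be too narrow. Mesenchymal content, or anything graded in the same order across samples such as the loss of Rfx6, may carry much of the difference. Among the 21 genes was Mlxipl, singled out after its values were seen, which had the lowest p-value of all genes in the comparison without covariates (log2 fold change -4.24, and -3.67 with the covariate; 5116 ± 490 against 271.0 ± 46.2 normalised counts, SD, n = 3). It was past the threshold in 6 of 6 fits that left out a sample. The neighbouring transcripts Meg3 (-1.84), Rian (-1.15) and Mirg (-1.34) on chromosome 12, also singled out afterwards, were past the threshold in 6 of 6 such fits. With the mesenchymal covariate only Mirg of these stayed past it; Meg3 was at -1.0001 (limma adjusted p = 0.099) and Rian at -0.80 (adjusted p = 0.14). The adjusted p-values ran up to 0.042 for Meg3 and 0.039 for Rian under the alternatives fixed in advance. No biological explanation was tested for these.

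The proliferation list rose by a median of 2.11, with 10 of 10 genes called. With the mesenchymal covariate the median was 0.35, under the 1.02 to 2.18 of the simulated data sets. More dividing mesenchymal and immune cells could give this. The simulated genes vary independently, though, so that range can be too narrow. A graded response to the loss of Rfx6 stays open here too.

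For the calcium channel genes, the median was -0.58 with length and GC trends removed, which argues against those trends. An even dilution of β cell transcripts by other cells does not account for all of the fall, since 5 channel genes remained lower with an adjusted p-value under 0.05 after scaling to 8 β cell markers, though the median was then -0.17. With the mesenchymal covariate the median was 0.26 with 0 genes called (2 lower at an unadjusted p-value under 0.05), against -0.86 to -0.30 in the simulated data sets with effects of genotype alone. Those simulated genes vary independently, so that range can be too narrow. Mesenchymal content, or anything graded in the same order, stays open for the fall.

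Ins1 fell and Ins2 did not. The mutant samples were at 50.3%, 65.0% and 44.4% of the control mean of Ins1, 53.2% on average. Loss of 1 copy of Ins1 to the Cre allele could give such a fall. The labels do not say where the Cre was inserted, and an effect of Rfx6 on Ins1 stays open. Rfx6 here fell by 56.0%. That is lower than the value quoted from the study above, but the measures are unlike. The study removed 1 exon of Rfx6 and measured deletion by quantitative RT-PCR. The value here sums reads over the whole gene, so transcripts of recombined alleles can still count.

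Esr1, singled out after its values were seen, rose by 3.59 from 147.1 ± 124 to 1448 ± 244 normalised counts (SD, n = 3). Mesenchymal cells do not account for it, since it stayed at 3.34 with the covariate, though not past the threshold (limma adjusted p = 0.20; 1.0e-08 to 0.061 under the alternatives fixed in advance), and it was highest in mutant replicate 2. CreERT2 contains a domain of the oestrogen receptor, and reads of the transgene are a candidate source. Esr1 lost the call without control replicate 2 or 3 or mutant replicate 1 (limma adjusted p-values of 0.052, 0.061 and 0.053). The receptor target Pgr did not rise (-0.31), at about 10 normalised counts in each group.

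The largest falls included intestinal genes. Of 20 further intestinal genes, 18 were in the table, and 10 had all control samples above all mutant samples. Chance gives 1 for 20 genes that do not differ. That is a weak yardstick here, since the groups did not overlap, in either direction, in 47.2% of all genes tested. Genes of the same tissue can also vary together. Of the 10 genes, 6 were at or under 3 reads in each mutant sample. Intestinal tissue or intestinal reads in the control libraries may explain this, as 10 genes of the 20 went that way. A loss of intestinal transcripts from islet cells without Rfx6 stays open and was not tested.

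Of the 10 splits of the 6 samples, 1, the real one, gave as many as 3314 genes with an adjusted p-value under 0.05. The other splits gave 0, with at most 1038 genes at an unadjusted p-value under 0.05. The core disallowed median was as large in 1 and the calcium channel median in 3 of the 10. With 3 samples against 3 the share cannot be under 0.1, so chance and genotype cannot be told apart by this count. Sex does not account for the calls, since Xist was at 16873 normalised counts or more in every sample and Ddx3y at 0.99 or less.

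Stress at isolation stays open: immediate early genes were lower by a median of -0.38, all 11 of them, with 2 called. The camera adjusted p-value of that list was 0.034 and the fry p-value 0.23. That median was -0.23 without control replicate 2, -0.18 without mutant replicate 2 and -0.64 without mutant replicate 3. The unadjusted camera p-values of these fits were 0.051, 0.24 and 7.3e-05, against an unadjusted 0.018 with all samples. DNA damage from Cre may contribute, since p53 targets rose by 0.28, with 3 of 10 called (camera adjusted p = 0.046, and an unadjusted 0.064 without mutant replicate 2).

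Other marker lists gave medians of -0.43 for β cells (camera adjusted p = 0.013; -0.23 without mutant replicate 3), -0.38 for α cells (0.99), -0.06 for PP cells (0.92), 0.24 for duct (0.28), 1.11 for Schwann cells (0.19), 0.32 for the unfolded protein response (0.034), -0.38 for immature endocrine cells (0.099), -0.30 for cilia (0.060) and 0.56 for MHC class II (0.011). For the lists given earlier the adjusted p-values were 0.037 for δ cells, 3.0e-04 for acinar, 0.011 for endothelial, 3.5e-05 for mesenchymal, 0.0085 for macrophage and 2.9e-05 for proliferation genes. Leaving out 1 sample moved the α cell median to -0.65 (control replicate 1) or -0.22 (control replicate 3), that of duct to 0.12 (control replicate 1 or mutant replicate 2), that of immature endocrine cells to -0.25 (control replicate 3) and that of cilia to -0.19 (control replicate 2). The PP cell list, with 2 genes, ranged from -0.26 without mutant replicate 2 to 0.11 without control replicate 2. Of the lists with a camera adjusted p-value under 0.05, the β cell, macrophage and immediate early lists were not under 0.05 with fry, and the others were. Of the lists over 0.05 with camera, those of Schwann cells (0.0073), duct (0.035), immature endocrine cells (0.035) and cilia (0.020) had fry p-values under 0.05, unadjusted. With an estimated correlation none of these lists had a p-value under 0.05.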
